A study of Homo sapiens with 3 samples.

How the data were processed

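RNA crosslinked to RBMX, an RNA-binding protein, was profiled by individual-nucleotide resolution crosslinking and immunoprecipitation (iCLIP) in Flp-In HEK293 cells, a human embryonic kidney line that carries a site for targeted integration of a transgene. Per the labels, cells received 150 mJ per square centimetre of ultraviolet light at 254 nm, the lysate was treated with DNase and with RNase I at 2.5 or 0.8 U per mL, and the protein was recovered with an anti-FLAG antibody. The labels do not say which RNase concentration belongs to which library. Each of the 3 replicates was reverse transcribed with its own barcoded primer, whose reads open with 4 random bases, the barcode and 3 further random bases, and fragments of 150 to 400 nt were taken from the gel. All 3 samples formed 1 group by their titles, and no control library was analysed here.

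The files deposited by the authors list single nucleotides with a strand and a whole-number count. Their values were read as counts of cDNAs per crosslinked nucleotide, which follows from the one-nucleotide intervals and the whole numbers. No aligner, read filter, treatment of repeated alignments, rule for collapsing cDNAs or genome build is recorded in the file headers or in the labels, so these steps are not known. Coordinates were set against GRCh38 and GENCODE release 44. In each library 0 positions lay past a chromosome end of that assembly, and 5.59%, 7.10% and 7.50% of crosslinks fell in coding sequence. After a shift of all positions by 5000 nt towards lower coordinates these shares were 1.91%, 2.16% and 2.27%, and after the same shift towards higher coordinates they were 2.70%, 3.55% and 4.17%. The build was taken as GRCh38 on these grounds alone.

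The annotation held 62700 genes, of which 20046 were protein-coding, and 19701 canonical transcripts of protein-coding genes. Each nucleotide was assigned on the sense strand by priority to coding sequence (CDS), 3' untranslated region (UTR), 5' UTR, exon of a non-coding gene or intron, then as antisense to a gene, then as intergenic. Crosslinks on scaffolds outside the assembled chromosomes made up 0.109%, 0.112% and 0.117% of the libraries and were left out of the comparisons. These scaffolds are all called unplaced here, whether or not they are assigned to a chromosome. Shares of a single library carry exact Clopper-Pearson 95% intervals, which cover counting error only. With 1 group there was no test between conditions, and 3 replicates permit no exact two-sided test under 0.25.

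Reuse of nucleotides was measured as the share of one replicate's positions present in another, against positions moved at random within the same gene and region class. Gene counts were compared by Pearson's r on log2(count + 1), Spearman's rho and a chi-square test for each pair of replicates. Pentamer frequencies 10 to 30 nt on either side of crosslinks were divided by those around random positions of the same gene and region class. The median of the 8 pentamers that contain AGAA was ranked among 10000 random lists of 8 pentamers. Random control positions were not restricted to sequence where reads can be placed uniquely, so differences in mappability remain in these comparisons.

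Ultra-long exons were internal exons over 1000 nt of canonical transcripts. For each gene the crosslink density in ultra-long exons was divided by that in its other internal exons, with a pseudocount of 0.5 crosslinks, on the log2 scale. Genes needed at least 30 crosslinks in internal exons over the replicates and at least 300 nt of other internal exons. The median over genes was taken per replicate, and a two-sided sign-flip permutation test with 100000 flips was run over genes on the mean of the replicates. Genes, not cell cultures, are the units of that test, so its p-value describes these libraries. The interval of the median over genes came from 10000 bootstrap resamples, and that of the difference between exons and flanking introns from 2000.

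The named genes were ETAA1, REV3L and ATRX, fixed from what is known of the study, and RBMX itself. In addition the 10 genes with the highest mean share of crosslinks and the 10 pentamers with the highest mean enrichment above 0 in all 3 replicates were named. Exons were named as the 8 ultra-long exons with the largest mean log2 ratio above 0 in all 3 replicates, among those with at least 100 crosslinks in internal exons, 20 of them outside the exon, in every replicate. An exon of ETAA1, REV3L or ATRX was called when the interval of its share of internal-exon crosslinks lay on one side of its share of internal-exon length in all 3 replicates. Samples, the tests of the main comparisons, naming rules and most alternatives were fixed before the data were examined. Alternatives added afterwards left out crosslinks within 40 nt of a run of at least 10 A, and compared exon ends with the interior of the same exon or in exons up to 1000 nt. Tests of explanations that were chosen later are named where they are given.

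Scripts were tested on simulated data. In the simulation of the ultra-long exon ratio over 545 genes, a log2 ratio of 1 planted in 200 genes was recovered as 0.99, and the unchanged genes had a median of -0.01. With no gene changed, over 540 genes, the sign-flip permutation p was 0.301. The median was 0.01, over those of the 540 genes that had not been picked for planting. In the simulation of the AGAA pentamers over 62700 genes, the median log2 enrichment was 0.27 with AGAA planted at 15082 of 299783 positions and 0.0039 with none planted. Randomly placed libraries gave a reuse of positions of 1 relative to random placement. Computation used Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.

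Alternatives counted each position once, thinned each library to 3376044 crosslinks, used the transcript with the longest CDS, changed windows, control positions, thresholds, pseudocounts and exon length limits, and left out each replicate in turn.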

Results

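RBMX crosslink sites were mapped in 3 replicate iCLIP libraries of Flp-In HEK293 cells. In iCLIP, reverse transcription stops next to the crosslinked nucleotide, so the start of each cDNA marks the contact of protein and RNA. Replicate 1 held 5176258 crosslinks at 4697038 positions, replicate 2 held 5848265 at 5271841 positions and replicate 3 held 3379998 at 3052020 positions. Positions with a single cDNA supplied 85.3%, 86.1% and 86.3% of the crosslinks. The mitochondrial genome received 1.10%, 2.40% and 3.01%.

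The first question was where in transcripts RBMX was crosslinked. Introns received 56.8% ± 3.46 of crosslinks (SD, n = 3), the highest share of any region. Intergenic sequence received 14.97% ± 0.94 and sequence antisense to genes 10.7% ± 0.76. Coding sequence received 6.73% ± 1.01, exons of non-coding genes 5.28% ± 1.34, 3' UTRs 4.98% ± 0.66 and 5' UTRs 0.579% ± 0.054. Exons of all kinds together received 17.6% ± 2.98. Their share was 14.2% in replicate 1 (Clopper-Pearson 95% interval 14.21 to 14.27), 18.5% in replicate 2 (18.46 to 18.52) and 19.97% in replicate 3 (19.93 to 20.02), so the replicates differed by far more than counting error. Counting each position once gave an exonic share of 14.5%, the largest shift among the alternatives.

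**Figure D1:**
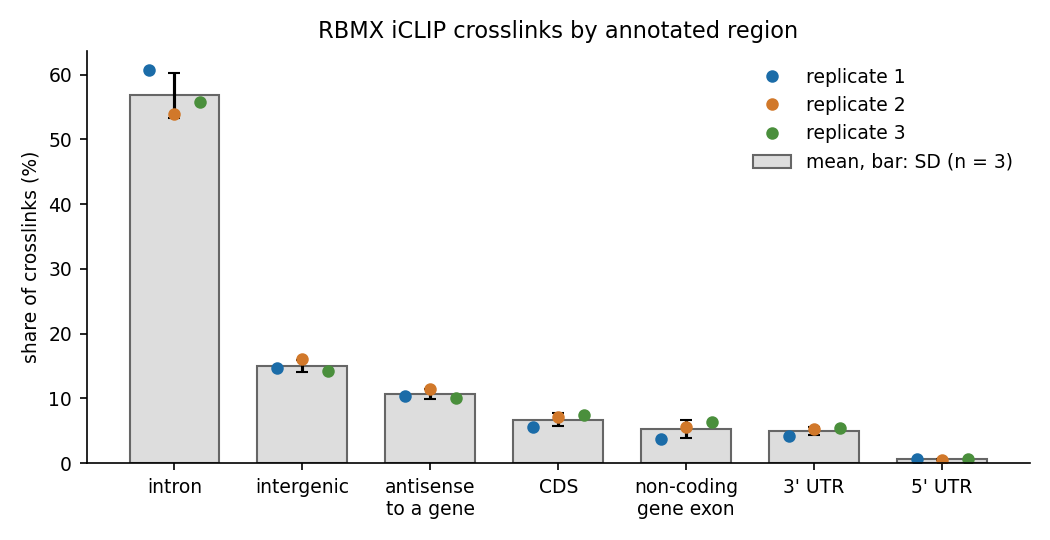
Share of crosslinks (%) by annotated region, with points for the 3 replicates, bars for the mean and error bars for the SD. Introns took 56.8% on average, and replicate 1 had the highest intronic share at 60.6%.

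Introns are much longer than exons, so the regions were also compared by density. In protein-coding genes the density per kb of exon was 2.86 times that per kb of intron in replicate 1, 4.08 times in replicate 2 and 4.12 times in replicate 3, with a mean of 3.69 ± 0.71 (SD, n = 3). All 3 ratios lay above 1. Restricting the comparison to genes with at least 100 crosslinks raised the mean to 4.54. Per 1000000 crosslinks of a library, CDS received 1.91 ± 0.29 crosslinks per kb, 3' UTRs 1.25 ± 0.17, exons of non-coding genes 1.04 ± 0.27, 5' UTRs 0.643 ± 0.060 and introns 0.318 ± 0.019. RNA abundance was not measured in these libraries, so densities of different regions were not corrected for it.

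The replicates were next compared with each other. Of one replicate's positions, 4.84% on average were found at the same nucleotide and strand in another, against 1.11% after random placement within the same gene and region class. The ratio was 4.35 ± 0.26 (SD over the 6 ordered pairs, which share libraries). It ranged from 4.07 to 4.69 and fell to 2.43 when positions within 5 nt were counted as shared. All 3 replicates shared 50337 of the 12513948 positions seen in any, or 0.402%. Across 46628 genes, which are not independent replicates, Pearson's r of log2(count + 1) was 0.952 for replicates 1 and 2, 0.950 for 1 and 3, and 0.959 for 2 and 3. Spearman's rho was 0.907, 0.896 and 0.911 for the same pairs. With a pseudocount of 0.1 the mean r fell from 0.953 to 0.863. The chi-square statistic per degree of freedom was 5.51, 5.16 and 1.34, and over the 16460 genes with at least 10 crosslinks in every replicate it was 12.7, 11.2 and 1.74. Replicates 2 and 3 therefore differed by less from each other than either did from replicate 1, although by more than sampling noise, and all 3 were counted as separate samples.

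The 10 genes with the highest mean share together received 2.67%, 4.15% and 4.85% of the crosslinks in replicates 1, 2 and 3. By mean share the mitochondrial ribosomal RNA MT-RNR2 led with 1.27% ± 0.51, followed by the long non-coding RNA XIST with 1.204% ± 0.412. MT-RNR1 had 0.297% ± 0.165 and MALAT1 0.207% ± 0.015. This order did not hold in every library. In replicate 2 XIST received 1.39% against 1.30% for MT-RNR2, and in replicate 1 MT-RNR1 received 0.116% against 0.193% for MALAT1. XIST, on the minus strand of chromosome X from 73820649 to 73852723, held 37830, 81400 and 50223 crosslinks. Crosslinks covered 86.1%, 40.2%, 58.7% and 28.7% of the nucleotides of MT-RNR2, XIST, MT-RNR1 and MALAT1 on average. With each position counted once, their mean shares fell to 0.033%, 0.297%, 0.014% and 0.071%. Gene length limits such shares, most closely for MT-RNR2 and least for MALAT1, so genes are not ranked by them here. The other 6 genes were FHIT, WWOX, GNGT1, PRKG1, ERC1 and NIHCOLE, with mean shares from 0.140% to 0.167%. The RBMX gene itself, on the minus strand of chromosome X from 136848004 to 136880764, held 660, 554 and 338 crosslinks, of which 372, 332 and 188 were intronic and 230, 143 and 88 lay in its 3' UTR.

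Whether AGAA sequences, a motif associated with the study, were enriched near crosslinks was examined with pentamers 10 to 30 nt away. All 8 pentamers that contain AGAA lay above 0 in all 3 replicates. Their median log2 enrichment was 0.41, 0.22 and 0.23, with a mean of 0.29 ± 0.11 (SD, n = 3). For the ranking each pentamer was first averaged over the replicates, which gave a median of 0.27. This median exceeded that of every one of the 10000 random lists of 8 pentamers drawn from all pentamers. The permutation p was 0.0002, the smallest that these lists can give. Against random lists matched on the number of A and G, the same median stood at percentile 42.64 with a permutation p of 0.857. The AGAA pentamers thus did not stand apart from lists of like composition. Those lists could draw the AGAA pentamers themselves and pentamers that overlap AGAA sites by a shift, such as GAAAA. Whether the order of the bases contributes can therefore not be told from them. Control positions 100 to 150 nt from each crosslink lowered the mean to 0.10 (permutation p 0.0128), the lowest value among the alternatives.

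Of all pentamers, 302 lay above 0 and 406 below 0 in all 3 replicates. The 10 most enriched were AAAAC, AAAAA, GAAAA, AAGAA, GAAGA, AACAA, AAAGA, AGAAA, AAAAG and CAAAA, from a mean log2 enrichment of 0.50 ± 0.07 for AAAAC to 0.39 ± 0.15 for CAAAA. They held 4.7 A or G bases on average, and 2 of them contained AGAA. The lowest pentamer was TTTTT with -0.68 ± 0.01. With control positions 100 to 150 nt away, 0 of the 10 remained among the 10 most enriched.

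**Figure D2:**
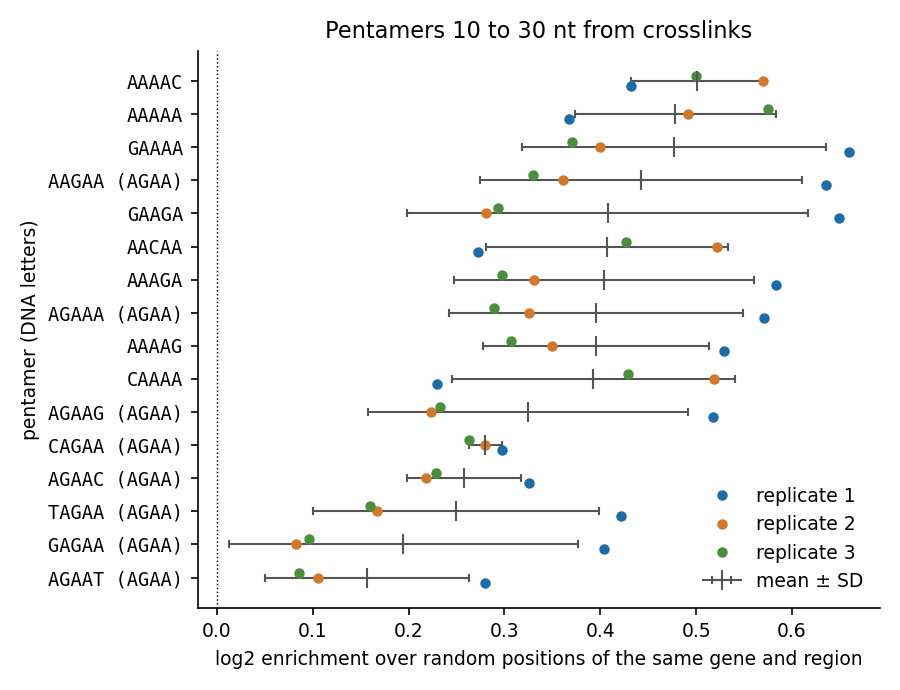
Log2 enrichment of the 10 leading pentamers and of the others that contain AGAA, 10 to 30 nt from crosslinks over random positions of the same gene and region class, with points for replicates and mean ± SD. All plotted values lie above 0, and the median of the AGAA pentamers averaged 0.29 over the replicates.

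Binding to ultra-long exons, the subject of the study's title, was examined within genes, which removes the overall abundance of a gene's RNA. Differences in how often single exons are included were not measured and are not removed. In 551 genes the median log2 ratio of the density in ultra-long internal exons to that in other internal exons was 0.89, 0.74 and 0.77, with a mean of 0.80 ± 0.08 (SD, n = 3), or 1.74-fold. The sign-flip permutation p over genes was 1e-05, the smallest that the flips can give. The median over genes of the mean of replicates was 0.81 with a bootstrap 95% interval of 0.75 to 0.89. The ratio lay above 0 in all 3 replicates in 361 genes (65.5%) and below 0 in all 3 in 42 genes (7.62%). In the simulation without any change, 12.4% of the genes not picked for planting lay above 0 in all 3. That simulation gave all internal exons of a gene the same density and drew the replicates independently. Differences between exons that repeat across replicates were absent from it, so 12.4% is no baseline for them. The lowest value among the alternatives was 0.55, over 904 genes with at least 1 crosslink. With at least 100 crosslinks per gene it was 0.97. This filter also counts crosslinks in the ultra-long exons, so the size of the ratio depends on a filter that is tied to it. The introns within 300 nt of the ultra-long exons showed an excess of like size. Summed over the same genes, the log2 excess was 0.99 ± 0.09 for the exons and 0.96 ± 0.05 for their flanking introns, a difference of 0.02 with a bootstrap 95% interval of -0.21 to 0.21.

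The pool for naming held 1038 ultra-long exons, fewer than the 1187 exons over 1000 nt that are set against flanking introns below. Of this pool 116 had the crosslinks required for naming, of which 99 had a ratio above 0 and 9 a ratio below 0 in all 3 replicates. The largest mean ratio belonged to exon 16 of POLQ, of 3107 nt, on the minus strand of chromosome 3 from 121487302 to 121490408. It held 380, 413 and 260 crosslinks against 79, 66 and 47 in the 4389 nt of the gene's other internal exons, a log2 ratio of 2.95 ± 0.19. It was followed by exon 10 of BRCA1 (chromosome 17, 43091435 to 43094860) with 2.29 ± 0.21 and by exon 8 of TEX15 (chromosome 8, 30842004 to 30849316) with 2.28 ± 0.59. Exon 13 of REV3L (chromosome 6, 111372596 to 111376757) had 2.27 ± 0.19 and exon 11 of BRCA2 (chromosome 13, 32336265 to 32341196) had 2.27 ± 0.32. Exon 10 of KNL1 (chromosome 15, 40620640 to 40625640) had 2.17 ± 0.05, exon 13 of NKTR (chromosome 3, 42636868 to 42639750) had 2.06 ± 0.29, and exon 23 of DENND4A (chromosome 15, 65690415 to 65691511) had 1.98 ± 0.18. All 8 exons were coding over their full length. Because these exons were selected for their ratios, the values are biased upwards.

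The genes fixed in advance were taken individually. ETAA1, REV3L and ATRX were chosen from what is known of the study, so their calls are not an independent test of the pattern. In REV3L, exon 13 made up 45.7% of the internal-exon length and received 80.2% ± 2.10 of the internal-exon crosslinks (SD, n = 3), with counts of 646 of 788, 1045 of 1294 and 581 of 746. In ATRX, exon 9 (minus strand of chromosome X, 77681520 to 77684593) made up 42.8% of the length and received 67.1% ± 2.86, with 415 of 590, 560 of 847 and 318 of 490. The Clopper-Pearson 95% intervals lay above the length share in all 3 replicates for both, and the log2 density ratios were 2.27 ± 0.19 for REV3L and 1.45 ± 0.19 for ATRX. In ETAA1, exon 5 (plus strand of chromosome 2, 67403225 to 67405335) made up 86.9% of the length, since only 319 nt lay in other internal exons. It received 92.7% ± 4.32 of the crosslinks, but in replicate 1 the share of 88.1% had an interval of 79.2 to 94.1 that included the length share. The exon of ETAA1 was therefore not called, with a log2 ratio of 1.01 ± 0.91. Without replicate 1 the intervals of the other replicates both lay above the length share, at a mean log2 ratio of 1.47.

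**Figure D3:**
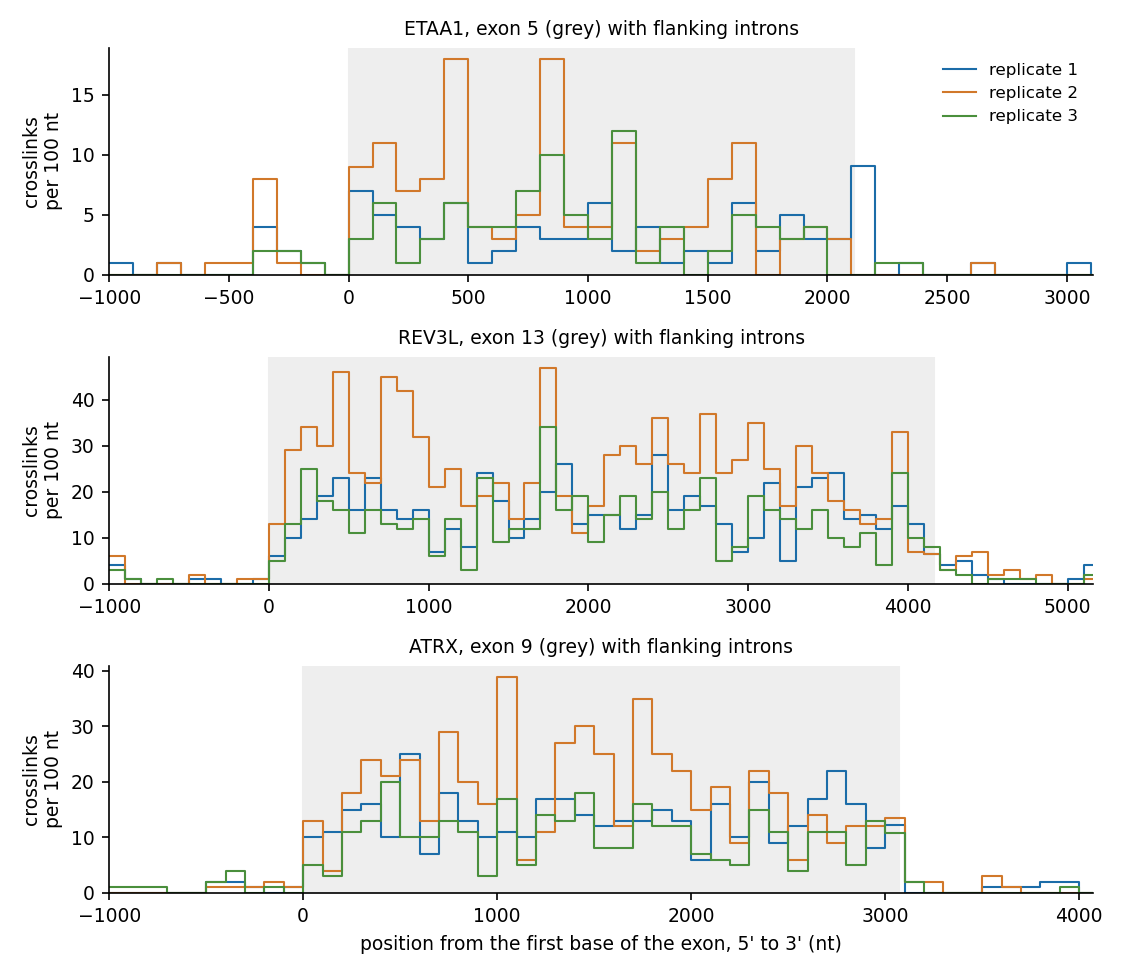
Crosslinks per 100 nt along the ultra-long exons of ETAA1, REV3L and ATRX (grey) and their flanking introns, from 5' to 3', with 1 line per replicate. The exons of REV3L and ATRX carried crosslinks along their whole length and held 80.2% and 67.1% of the internal-exon crosslinks of their genes.

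Internal exons of different length were then set against 300 nt of intron on each side. The density ratio of exon to flanking intron was 4.39 ± 0.73 (SD, n = 3) for 145619 exons up to 200 nt, 3.97 ± 0.56 for 18797 exons over 200 and up to 500 nt, 3.58 ± 0.55 for 2274 exons over 500 and up to 1000 nt and 5.22 ± 0.64 for 1187 exons over 1000 nt. The spread arose mostly between replicate 1 and the others. Taken within each replicate, the ratio of exons over 1000 nt was 1.196 ± 0.059 times that of exons up to 200 nt and 1.46 ± 0.05 times that of exons over 500 and up to 1000 nt. With 100 nt of intron on each side the first of these became 0.981, a change of direction, and the second 1.36. Exons over 1000 nt received 3.85 ± 0.32 crosslinks per kb per 1000000 crosslinks and their flanking introns 0.742 ± 0.038, against 1.72 ± 0.22 and 0.393 ± 0.018 for exons up to 200 nt, so that both exon and flank were more densely crosslinked in the longest class.

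**Figure D4:**
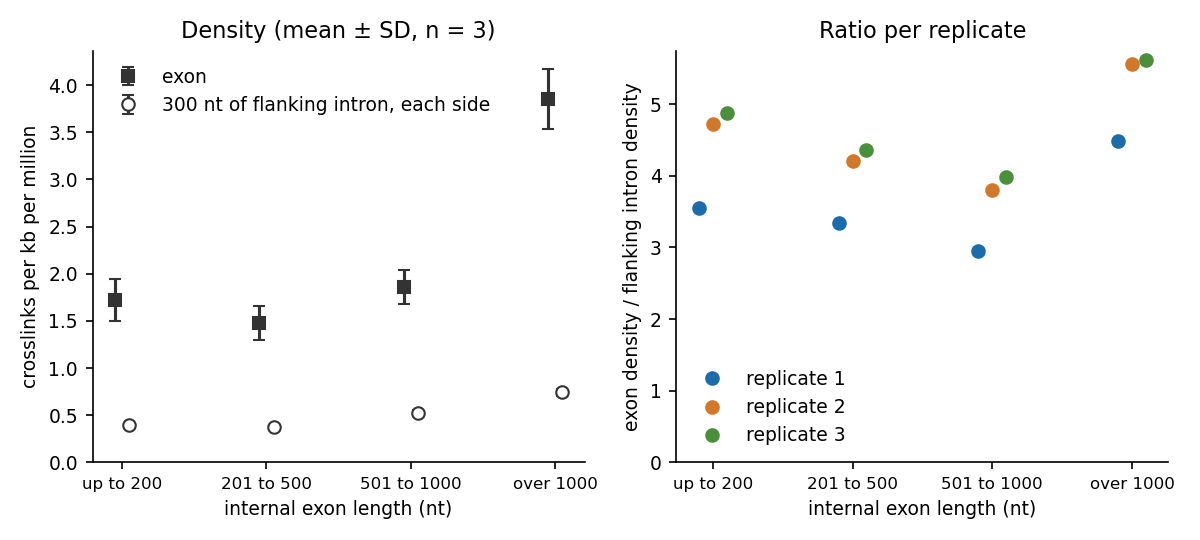
Left, crosslinks per kb per 1000000 in internal exons and in 300 nt of flanking intron on each side by exon length (mean ± SD, n = 3); right, the ratio of both in each replicate. The ratio was highest for exons over 1000 nt, at 4.48 to 5.61, an order against exons up to 200 nt that was lost with 100 nt flanks (0.981).

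Finally, the position of crosslinks within exons was examined in 7057 internal exons over 300 nt. Relative to sequence more than 50 nt from both ends, the density in the 50 nt next to the 3' splice site was 0.642 ± 0.012 (SD, n = 3) and in the 50 nt next to the 5' splice site 0.597 ± 0.013. These sums give long exons, which were more densely crosslinked, more weight in the interior than at the ends. When the ends were compared with the interiors of the same exons, the values rose to 0.944 ± 0.018 and 0.878 ± 0.031, the largest shift among the alternatives, so most of the depletion in the summed values came from the mix of exon lengths. The matched values were below 1 in all 3 replicates at both ends, from 0.924 to 0.956 and from 0.848 to 0.909.

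**Figure D5:**
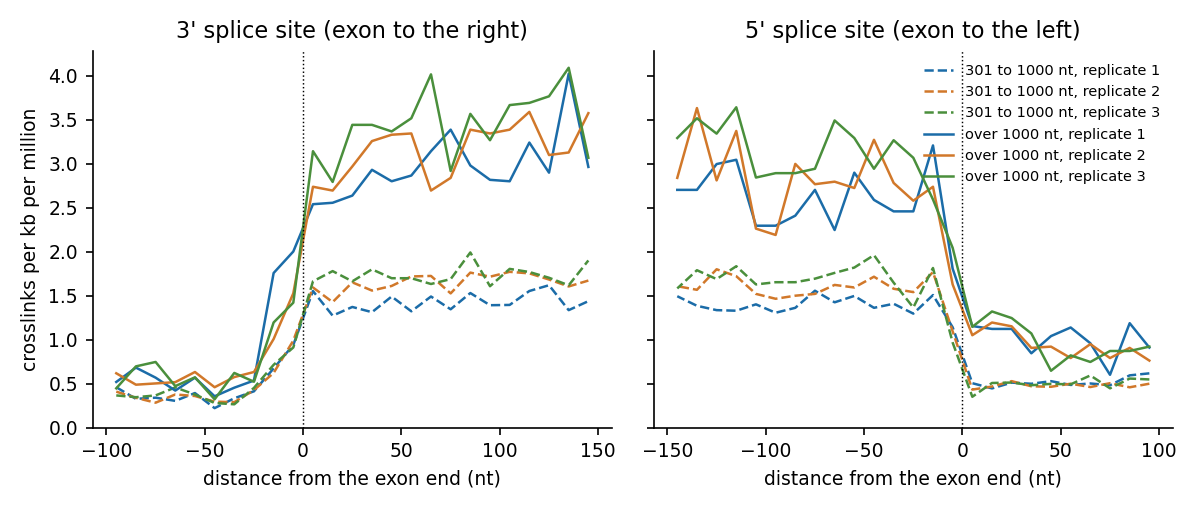
Crosslinks per kb per 1000000 by distance (nt) from the 3' and 5' splice sites of internal exons over 300 and up to 1000 nt (dashed) and over 1000 nt (solid), with 1 line per replicate. Compared with the interiors of the same exons, the exonic 50 nt next to the 3' and 5' splice sites had 0.944 and 0.878 of the density.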

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

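The test of the spread over scaffolds was chosen only after the result was seen, and the test of their density was planned.

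Crosslinks on unplaced scaffolds were not part of any comparison, yet the libraries held 16170 of them, with 5639, 6577 and 3954 in replicates 1, 2 and 3. They are listed here because, without a control library, the only limit was the 3 that a count of 0 allows. Passing it does not tell signal from background. The scaffold KI270467.1, of 3920 nt, held 841, 796 and 480, and KI270733.1, of 179772 nt, held 746, 611 and 500. The 5 scaffolds with most crosslinks took 46.7%, 45.2% and 49.7% of each library's scaffold crosslinks. An even background over all DNA, as between genes, predicted a density like that of intergenic sequence. The density per kb of scaffold was 0.766 ± 0.063 times the intergenic density (SD, n = 3), from 0.711 to 0.835 over the replicates. The limit planned for this density was an excess over intergenic sequence, and no replicate passed it. The density was therefore counted against the prediction only through the uneven spread. The average does not show how the crosslinks were spread, and it was the spread that counted against an even background. Evenness predicted crosslinks spread over the 169 scaffolds by length. Against this, 53.6% ± 2.81 of the scaffold crosslinks were out of place, and 47.3% ± 4.28 with each position counted once, while the largest value in 1000 random draws per replicate was 7.78% and 8.54% respectively. An even background is therefore not the whole source of these crosslinks. Reads shared between scaffolds and repeated sequence on the chromosomes were not examined and stay open. No biological explanation was tested.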

How the results depend on the processing

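The alternatives that left out crosslinks near runs of A, set exon ends against the interior of the same exon or used exons up to 1000 nt for the splice sites were chosen only after the data had been seen. The others were planned. No paired analysis was possible because the design has only 1 group.

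The ultra-long exon ratio kept its sign and its permutation p of 1e-05 under all 14 alternatives, from 0.55 with at least 1 crosslink per gene to 0.99 for exons over 2000 nt. REV3L and ATRX kept their calls under all 8 of theirs. Leaving out crosslinks near runs of A removed none from the exons compared in these genes, so that setting says nothing about them. Using the transcript with the longest CDS left the log2 ratio of ATRX identical at 1.45 ± 0.19, so that setting says nothing about ATRX. The AGAA enrichment kept its direction and its side of the threshold against any pentamers in all settings, from 0.10 to 0.32. Matched on A and G, the list with its unchanged value of 0.29 had a permutation p of 0.857. In no setting did it leave the middle 95% of matched lists, where its percentile ranged from 16.1 to 86.5. The composition of the matched lists is what changed.

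Counting each position once gave an exonic share of 14.5%, and splice site densities of 0.663 at the 3' and 0.619 at the 5' site. Using 100 nt in place of 50 nt gave 0.616 and 0.576, and exons over 1000 nt gave 0.762 and 0.674. Set against the interiors of the same exons the values were 0.944 and 0.878, or 0.885 and 0.784 among exons over 1000 nt, and exons up to 1000 nt gave 0.907 and 0.859. This shift follows from the weight of long exons in the summed interior. Genes with at least 100 crosslinks gave an exon to intron ratio of 4.54. Counting positions within 5 nt as shared gave a ratio of 2.43. Genes with at least 10 crosslinks in every replicate gave a mean r of 0.964, and a pseudocount of 0.1 gave 0.863. With 100 nt flanks the exon to flank ratio over 1000 nt was 4.57, its ratio to exons up to 200 nt 0.981 and to exons over 500 and up to 1000 nt 1.36. The cause of the other shifts was not tested. The order of the longest and shortest exons therefore depends on the flank.

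Leaving out each replicate in turn moved the reuse of positions from 4.11 to 4.67 and r from 0.950 to 0.959, each highest without replicate 1. The ETAA1 log2 ratio ranged from 0.56 to 1.47, and without replicate 1 its exon was called at 1.47. The ultra-long exon ratio ranged from 0.83 to 0.92, over the 472 to 506 genes that still passed the filter. The AGAA enrichment ranged from 0.23 to 0.32. Replicate 1, with 84 internal-exon crosslinks, thus decides the call in ETAA1. Depth alone does not explain it, since replicate 3 with 90 had an interval above the length share.

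Of 225 values of single genes, exons and pentamers and of Spearman's rho under alternatives, 186 moved by less than 1 SD, and 7 rose and 32 fell by more. The shares of MT-RNR2, XIST, MT-RNR1 and MALAT1 with each position counted once are among these values. Gene length limits them, most closely for MT-RNR2 and least for MALAT1.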

Other observations

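The tests of the ceiling on counts, of positions with very many cDNAs, of one library under both labels, of antisense against sense density in genes of low sense density, and of the differences between sets of genes were chosen only after the result was seen. The test without crosslinks near runs of A was chosen after the data had been seen, though before its own result. Lists matched on A and G were planned, but they were read as a test of base composition only after their result was seen. The others were planned before their results.

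Several technical explanations of the higher density in ultra-long exons were tested. If alignment losses near splice junctions lowered the density of short exons, the prediction was that the ratio vanishes without the 50 nt next to each splice site. It was 0.77 over 378 genes. What is left of a short exon still lies close to a junction, and reads from there can run across it. This value therefore cannot exclude such losses. Counting each position once, which removes the weight of a few positions, left 0.79. Among 272 genes whose exon classes differed by less than 0.03 in GC fraction it was 0.86. Among 308 genes with no more AGAA per kb in the ultra-long exons it was 0.62. Each of these values came with a sign-flip permutation p of 1e-05, the smallest possible. Neither a few positions, GC fraction nor AGAA content thus accounts for the whole ratio, while losses near junctions stay open. In the 243 genes with more AGAA in the ultra-long exons it was 1.05. With the ratio of each gene averaged over the replicates first, the medians of both sets were 1.03 and 0.62, a difference of 0.41 with a permutation p of 1e-05, so AGAA content or a property that goes with it may contribute.

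What also stays open is a property not specific to internal ultra-long exons. The CDS of last exons with over 1000 nt of CDS had a median log2 ratio of 1.07 to the internal exons up to 1000 nt of the same gene, over 315 genes, taken per replicate and averaged. On the means of the replicates per gene, the median was 1.18 for last exons and 0.81 for internal ultra-long exons, a difference of -0.37 with a permutation p of 1e-05. Long coding stretches of any exon could therefore carry a high density. The flanking introns of ultra-long exons showed nearly the same excess as the exons, with a log2 difference of 0.023 ± 0.047 (SD, n = 3) and a bootstrap interval of -0.208 to 0.210. Higher crosslinking of the whole region is thus a candidate explanation that these libraries do not exclude. Uniquely mappable sequence and local RNA abundance were not examined.

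The AGAA enrichment may reflect base composition. Its median stood at percentile 42.64 of lists with as many A and G, in the middle of their range, as the share of A and G without regard to order predicts. A contribution of the order of the bases was not seen in any setting tried. The matched lists could hold the AGAA pentamers and shifted neighbours of them, which can hide such a contribution, so it stays open.

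Reads from poly(A) tails placed at A tracts of the genome were considered for the A-rich pentamers. Without crosslinks and control positions within 40 nt of a run of at least 10 A, the enrichment of AAAAA was 0.43 ± 0.04 (SD, n = 3), against 0.48 ± 0.10 with them, and above 0 in all 3 replicates, so such reads do not account for the whole of it. The replicates moved in opposite directions, from 0.37 to 0.45 in replicate 1, from 0.49 to 0.46 in replicate 2 and from 0.58 to 0.39 in replicate 3, so a contribution in replicate 3 stays open. Individual positions gave a more divided answer. Outside the mitochondrial genome, 56 positions held at least 150 cDNAs in some library, and 12 of them, or 21.4% (Clopper-Pearson 95% interval 11.6 to 34.4), had a run of at least 15 A starting within 5 nt. This was below the share set for the explanation to cover the class, and the 44 positions without such a run argue against it as the whole source. The share was nevertheless 239 times that among all crosslinked positions, of which 0.0896% had such a run. For those 12 positions misplaced tail reads and crosslinking at A tracts cannot be told apart, because the read sequences were not analysed here. Crosslinks at such runs made up 0.0855%, 0.160% and 0.339% of replicates 1, 2 and 3. No biological explanation was tested.

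The counts per position stopped at 259, 256 and 256 in the 3 libraries although their depths differed, and 4 random bases form 256 sequences. In replicates 2 and 3 the highest count equalled that number and 0 positions exceeded it. A count of distinct 4-base random barcodes is consistent with this, in which case counts at the most heavily crosslinked positions are compressed. In replicate 1, 2 positions exceeded it, which such a count on its own forbids, and the reads carry 3 further random bases that would allow higher counts. The rule by which cDNAs were counted therefore stays open for that library. Positions with at least 200 cDNAs numbered 34, 100 and 53, of which 29, 86 and 40 were mitochondrial. Positions with at least 100 cDNAs held 0.483%, 1.21% and 1.35% of the crosslinks.

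Crosslinks antisense to genes could come from an even background on both strands, such as carried-over genomic DNA. Such a background predicted an antisense density alike in genes of low and high sense density, within a factor of 1.2. Between the 10% of protein-coding genes with the lowest and the 10% with the highest sense density, 1330 each, the sense density differed 62.6-fold and the antisense density 1.36-fold (1.33 to 1.38 over the replicates). The limit was passed in each replicate, which counts against an even background as the whole source, unless uniquely mappable sequence differed between these genes. Mappability was not examined. A background equal on both strands of each gene, even or not, allows no more crosslinks per kb antisense than sense. In the 10% of genes with the lowest sense density in the other replicates, the antisense density was 1.64 ± 0.27 times the sense density (SD, n = 3), with 1.37, 1.66 and 1.90 in replicates 1, 2 and 3 and bootstrap 95% intervals over genes that all lay above 1. The ratio of the medians over these genes was smaller, at 1.11, 1.21 and 1.26. Such a background is therefore not the whole source either, although it is not excluded as a part of it. Antisense RNA was not examined and stays open. No biological explanation was tested.

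Replicates 2 and 3 resembled each other more than replicate 1, which could arise from one library under both labels. At one depth they shared 5.04% of their positions on average, against 3.44% for pairs with replicate 1, whereas the same cDNAs under both labels would share most of them. They were therefore treated as separate libraries. The labels allow for a high and a low RNase concentration without assigning them, so whether digestion differed between the replicates was not tested.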
